A study of Mus musculus with 17 samples. Its data were reported in "A murine model of hnRNPH2-related neurodevelopmental disorder reveals a mechanism for genetic compensation by Hnrnph1" (2023).

How the data were processed

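RNA was sequenced from the cortex of 17 male C57BL/6J mice in 6 groups. The labels give hemizygous Hnrnph2 knockout (KO) mice and hemizygous mice carrying the R206W or P209L substitution of hnRNPH2, an RNA-binding protein encoded on the X chromosome, each with wild-type littermate controls of its own line. The KO and R206W lines were sampled at 8 weeks and the P209L line at 3 weeks. Each group held 3 mice, except the P209L controls, of which 2 were analysed here. Line and age cannot be separated for the P209L line. The labels give bulk tissue, frozen after dissection and treated with RNAlater-ICE, total RNA from an RNeasy kit and a stranded total RNA library (TruSeq).

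The authors deposited a table of TPM values by gene symbol (each value is the share of a transcript among 1000000 transcripts), with a column for each mouse. The body of the study and the labels do not state the read length, aligner, quantification program, genome build or annotation behind it, so biases from these steps could be checked only indirectly. Every column added up to 1000000 TPM within rounding to 2 decimals, and no columns were identical. TPM divides by transcript length and by the total of each sample, so sequencing depth cannot be recovered from it. The depth per sample is therefore unknown, and no counting error or detection limit is given. TPM also makes each gene a share of the whole, so that a few abundant transcripts can shift all other genes of a sample. The table had 55573 entries, 120 of which repeated a symbol, leaving 55453 distinct symbols. GENCODE release M21 (GRCm38) held 98.6% of these symbols, and gene identifiers and coordinates were taken from it by symbol. It may not be the build used by the authors.

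Repeated symbols were summed, and genes with a mean TPM of at least 1 over the 17 samples were tested (16265 genes). Values were analysed as log2(TPM + 1). A linear model with a mean for each of the 6 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend=TRUE), and its moderated test was two-sided. All groups shared a residual spread for each gene, because 2 or 3 mice per group leave few degrees of freedom. P-values were adjusted by Benjamini-Hochberg over the genes of each contrast, with a threshold of 0.05. A second count used an unadjusted p under 0.05 with an absolute log2 change above 0.5, the limits that the study's own lists of changed mouse genes satisfy. This rule does not control for multiple testing.

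The contrasts were each mutant group against its own controls, the difference between the KO and R206W effects, the R206W controls against the KO controls, and the P209L controls against the mean of both groups of 8-week controls. For Hnrnph1, the difference between the KO effect and each knockin effect was tested and adjusted over these 2 tests. For Hnrnph2, Hnrnph1, Hnrnph3 and Hnrnpf, p-values were adjusted over this list of 4 genes alone and over all genes, and an exact permutation test of TPM was run beside them. The smallest p that 3 mice against 3, or 3 against 2, can reach in it is 0.1. The genes named were these 4, Rpl36a and Gla, upstream of Hnrnph2 on the X chromosome, 10 genes named by the study, and for each contrast up to 5 genes with the smallest p among those past the threshold whose groups did not overlap, or the 3 genes with the smallest p where none passed. A contrast of the R206W and P209L effects averaged was added after the values were seen, and genes named from it were chosen after their values were seen.

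The 10 genes that the study chose on these samples were tested with camera (inter-gene correlation 0.01), adjusted over the 3 lines. A further 12 marker sets of 5 to 14 genes (oligodendrocyte, leptomeningeal fibroblast, cerebellar, choroid plexus, striatal, immediate-early, microglia, astrocyte, endothelial, blood, skeletal muscle and mitochondrial-encoded) were tested in the same way, adjusted over 36 tests. They held 122 genes, 101 of which were tested; no gene was in more than 1 set, and 0 were among the 10 genes of the study. Some were in the study's own lists of changed mouse genes, so the sets are not independent of these samples. A separate list of 12 neuronal genes shared 0 genes with the marker sets and the 10 genes. Correlations of log2 changes between lines were taken across genes, which are not independent replicates, and were compared with 100 pairs of splits of the samples within the lines. For each count, all 10 splits of the mice of a comparison into groups of the same size were fitted, or 100 where 2 lines were involved.

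The model, filter, contrasts, gene lists and most alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1 or 0.5, no filter, a filter at a mean TPM of 5, rescaling by median-of-ratios size factors, quantile normalization, removal of mitochondrial genes, a fit of each comparison on its own groups, a replicate block, robust=TRUE in eBayes, sample weights from arrayWeights, both 8-week control groups pooled, camera with an estimated correlation, fry, and leaving out each mouse in turn. Removal of mitochondrial genes together with their nuclear pseudogenes, and removal of a trend with transcript length and GC content in each sample (loess, span 0.3), were added after the data were seen. Pseudogenes and shared sequence were found with BLAST 2.17.0 against the GENCODE transcripts. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

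The model was tested on simulated data of the same size and group structure, with 200 changed genes in each of 10 runs. It recovered 84.1% of changed genes, 69.5% at a log2 change of 0.75 and 99.1% at 1.5. Of its calls, 5.77% were false, and a comparison with no changed gene gave 0.1 calls on average. The simulated noise was independent between genes and had the same spread in every sample. Changed genes were drawn only from those of higher expression. The real samples were less even, and regrouped KO mice gave up to 3764 calls, so these rates may not hold for the real data. The table holds gene totals, so splicing was not analysed.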

Results

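Bulk cortex RNA was profiled in male mice to ask how the loss of Hnrnph2, or a disease-linked substitution in its product, alters gene expression. Hnrnph2 encodes an RNA-binding protein of the hnRNP H/F family, and Hnrnph1 is its close paralog. The groups were Hnrnph2-KO and R206W mice at 8 weeks and P209L mice at 3 weeks, with 3 mice each, and their wild-type littermate controls, with 3, 3 and 2 mice analysed here. Values were TPM, so the depth behind each sample is unknown and the precision of a value was judged from the spread between mice.

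All 17 samples had the profile of male tissue, with Xist at no more than 0.11 TPM and Ddx3y between 18.6 and 39.3 TPM. The log2 values of any 2 samples correlated with an r of 0.937 to 0.988 across genes. The first principal component held 44.1% of the variance and set 3-week mice apart from 8-week mice. KO control 1 differed from the other 16 samples in composition. Its mitochondrial genes took 20.1% of TPM, against 10.7% to 15.4% elsewhere, and its 10 most abundant genes took 36.5%, against 19.4% to 29.3%. Over all samples, 4 of the 10 most abundant genes were annotated as nuclear pseudogenes of mitochondrial sequence on chromosome 1 (Gm29216, Gm10925, Gm28661 and Gm28437), led by Gm29216 with a mean of 49777 TPM.

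Each mutant group was first compared with the controls of its own line to count the genes whose expression changed. At an adjusted p under 0.05, 1 of the 16265 genes tested differed in KO cortex, and it was lower. In R206W cortex 6 genes passed, all higher, and in P209L cortex 16 passed, 13 higher and 3 lower. Without the adjustment, 663 genes (4.08%) in KO, 357 (2.19%) in R206W and 1213 (7.46%) in P209L had a p under 0.05. By the rule of an unadjusted p under 0.05 and a log2 change above 0.5, 141 genes passed in KO (108 higher, 33 lower), 95 in R206W (59 higher, 36 lower) and 434 in P209L (194 higher, 240 lower). Over the alternatives, the highest counts past the adjusted threshold were 2138 genes in KO and 149 in R206W, both with samples weighted by quality, and 102 in P209L, with the trend of transcript length and GC content removed. The lowest were 0 genes in KO (334 at an unadjusted p under 0.05) and 6 in P209L, each line fitted on its own groups, and 4 in R206W, with the replicate number as a block. By the unadjusted rule the counts reached 540 in KO and 165 in R206W with the weighting and 658 in P209L with the block, and the lowest were 63, 40 and 238 with genes of a mean TPM of at least 5. The weights ran from 0.0819 for KO control 1 to 4.01 for KO control 2. Without KO control 1, 5 genes passed in KO, and the count by the unadjusted rule was 249 without that mouse, 319 without KO control 3 and 297 without KO 2. With median-of-ratios size factors 66 genes passed in P209L, 37 higher and 29 lower, and these included the same 16 genes, each in the same direction. The KO genes of the unadjusted rule became balanced under that scaling, with 55 higher and 49 lower.

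The level of Hnrnph2 itself (ENSMUSG00000045427.13, chromosome X, 134601179 to 134607060, plus strand, GRCm38) was compared between mutants and controls to see what each allele left of the transcript. In KO cortex it fell to 23.1 ± 1.59 TPM (SD, n = 3) from 122 ± 35.7 TPM (SD, n = 3), which was 19% of control. The log2 change was -2.30 (SE 0.170) with an adjusted p = 8.64e-06 over all genes and 2.13e-09 adjusted over the list alone. The groups did not overlap, and the exact permutation p = 0.1 was the smallest that this design allows. In R206W cortex Hnrnph2 was at 146 ± 12.9 TPM (SD, n = 3) against 145 ± 4.57 TPM (SD, n = 3). The log2 change of 0.0023 became -0.0075 with median-of-ratios size factors, and its adjusted p = 0.989 over the list. In P209L cortex it was at 92.5 ± 9.30 TPM (SD, n = 3) against 86.5 ± 6.96 TPM (SD, n = 2), a log2 change of 0.093 with an adjusted p = 0.632 over the list, which became -0.0097 with the trend of transcript length and GC content removed. The neighbouring genes Rpl36a and Gla had no call in any line. The largest change was that of Gla in R206W, where the log2 change was -0.32 with an adjusted p = 1 over all genes. Its unadjusted p in the linear model was 0.0276, and the groups did not overlap, as for 16.2% of all tested genes in that line. The change stayed between -0.36 and -0.22 over the alternatives, so a lower level of Gla in R206W is not excluded.

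**Figure D1:**
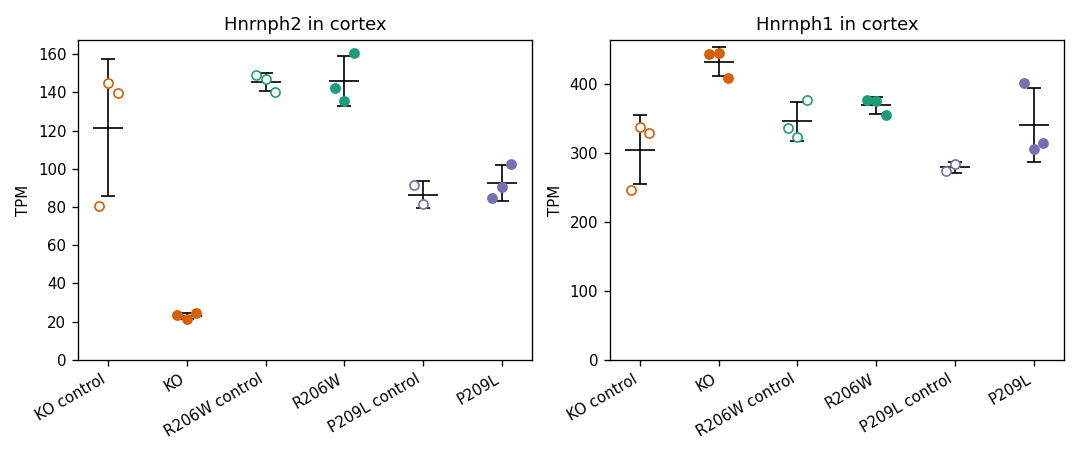
TPM of Hnrnph2 (left) and Hnrnph1 (right) on the vertical axis for each of the 6 groups; each point is a mouse (open, control; filled, mutant), and the bar with whiskers is the group mean ± SD. Hnrnph2 lay between 21.3 and 24.4 TPM in the 3 KO mice and Hnrnph1 between 408 and 445 TPM, with no overlap with the KO controls in either gene.

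Hnrnph1 (ENSMUSG00000007850.16, chromosome 11, 50376990 to 50386528, plus strand) was followed because it might replace its paralog where that is lost. In KO cortex it was at 432 ± 20.7 TPM (SD, n = 3) against 304 ± 50.3 TPM (SD, n = 3), or 142% of control. The log2 change of 0.52 (SE 0.128) passed when adjusted over the list alone, with an adjusted p = 0.00203, and not over all genes, with an adjusted p = 0.806. Over the alternatives tried its adjusted p over the list ranged from 9.77e-05 to 0.0346. Hnrnph1 did not pass in R206W, with a log2 change of 0.097 and an adjusted p = 0.977 over the list, or in P209L, with 0.28 and 0.293. The 3 P209L mice were nevertheless all above both of their controls. The difference between lines was tested directly. The KO effect exceeded the R206W effect by 0.42 (SE 0.181) with an adjusted p = 0.0693 over the 2 tests, and the P209L effect by 0.24 (SE 0.192) with an adjusted p = 0.227, so neither difference passed. The alternative that moved the first of these most was sample weighting, which gave 0.26, and over all alternatives its adjusted p ranged from 0.0325 to 0.177. It passed with the weighting, with the length and GC trend removed (0.40), without KO control 2 (0.50) and without KO control 3 (0.48). The difference from P209L fell to 0.097 without KO control 1, with an adjusted p = 0.531, the highest over the alternatives. It passed under 1 alternative, with the trend removed, at 0.42 and an adjusted p = 0.0484. The summed TPM of Hnrnph1 and Hnrnph2 was 455 ± 19.5 (SD, n = 3) in KO cortex and 426 ± 86.1 (SD, n = 3) in its controls. The order of these means rested on KO control 1, with 246 TPM of Hnrnph1 and 80.5 TPM of Hnrnph2. In each of the other KO controls the sum was above the KO mean. Hnrnph3 and Hnrnpf had log2 changes of 0.053 and 0.053 in KO, which became -0.023 and -0.023 with median-of-ratios size factors, and neither passed in any line.

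The knockin lines were examined gene by gene to find transcripts that both substitutions changed. The strongest call in R206W was Gm31166 (ENSMUSG00000109695.1, chromosome 19, 5512528 to 5550368, a transcribed processed pseudogene), which rose to 9.08 ± 0.625 TPM (SD, n = 3) from 2.29 ± 0.154 TPM (SD, n = 3). Its log2 change was 1.61 in R206W, with an adjusted p = 1.63e-05, and 1.64 in P209L, with an adjusted p = 2.06e-05. In KO its log2 change was 0.21 and did not pass, although the groups did not overlap. Ppp1r9b (ENSMUSG00000038976.12, chromosome 11, 94991035 to 95006899) was at 770 ± 22.2 TPM in R206W against 365 ± 25 TPM (SD, n = 3 each), and at 630 ± 44.3 TPM (SD, n = 3) in P209L against 218 ± 20.6 TPM (SD, n = 2). The log2 changes were 1.08, with an adjusted p = 7.17e-05, and 1.52, with an adjusted p = 2.49e-06. Ddn (ENSMUSG00000059213.7, chromosome 15, 98803777 to 98809490) rose by 0.92 in R206W and by 1.67 in P209L, with an adjusted p = 0.000626 and 2.49e-06. With the length and GC trend removed, Ddn in R206W was at 0.85 and did not pass, with an adjusted p = 0.0994 in a range of 2.98e-07 to 0.0994. Ilrun (ENSMUSG00000056692.13, chromosome 17, 27751235 to 27820648) and Phactr3 (ENSMUSG00000027525.17, chromosome 2, 178118975 to 178338492) passed in both lines as well. Fitted on the P209L line alone, Gm31166, Ilrun and Phactr3 did not pass, with an adjusted p = 0.0831, 0.084 and 0.215, each the highest over the alternatives, whose lowest values were 1.05e-05, 3.79e-06 and 1.43e-05. Ppfia3 was the remaining call in R206W, at a log2 change of 0.76 and an adjusted p = 0.0141. It lost the threshold in all 6 fits that each left out a mouse of that line, where its adjusted p ranged from 0.078 to 0.145. With the replicate number as a block, Ppfia3 and Phactr3 did not pass in R206W, with an adjusted p = 0.0645 and 0.105, nor Phactr3 in P209L, with 0.0508.

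Of the 6 R206W calls, 5 were also P209L calls, and the remaining gene was higher in P209L. The other P209L calls were Marf1, Ppm1a, Rimklb, Brsk1, Foxo4, Paip2b, Zfp91 and Gm20431, all higher, and Igfn1, Myh7 and Tnnc1, all lower. Rimklb did not pass when fitted on the P209L line alone, with an adjusted p = 0.46, the highest over the alternatives, with the block, with an adjusted p = 0.162, or without P209L 2 or P209L 3, where it reached 0.096. It passed without P209L 1. Of the 16 P209L calls, 15 changed in the same direction in R206W. By the unadjusted rule 25 genes passed in both knockin lines, where 2.54 were expected by chance, and 22 of them changed in the same direction, 16 higher. None of these 22 passed by that rule in KO (0 genes), where 663 genes had an unadjusted p under 0.05. When the R206W and P209L effects were averaged, in a contrast added after the values were seen, 29 genes passed the adjusted threshold, 25 higher and 4 lower. The 25 had a median log2 change of 0.47 in R206W, 0.73 in P209L and -0.021 in KO, with a lowest value of 0.14 in R206W (Gm20431, which was at 2.39 in P209L) and of 0.40 in P209L, and 0 of them had an unadjusted p under 0.05 in KO. The alternative that moved this count most was sample weighting, with 195 genes. With quantile normalization 64 genes passed, 48 higher and 16 lower, and these included 28 of the 29. The count was 16 genes without R206W 2, 17 without R206W control 1, R206W control 3 or P209L 3, and 19 without R206W control 2 or R206W 3.

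**Figure D2:**
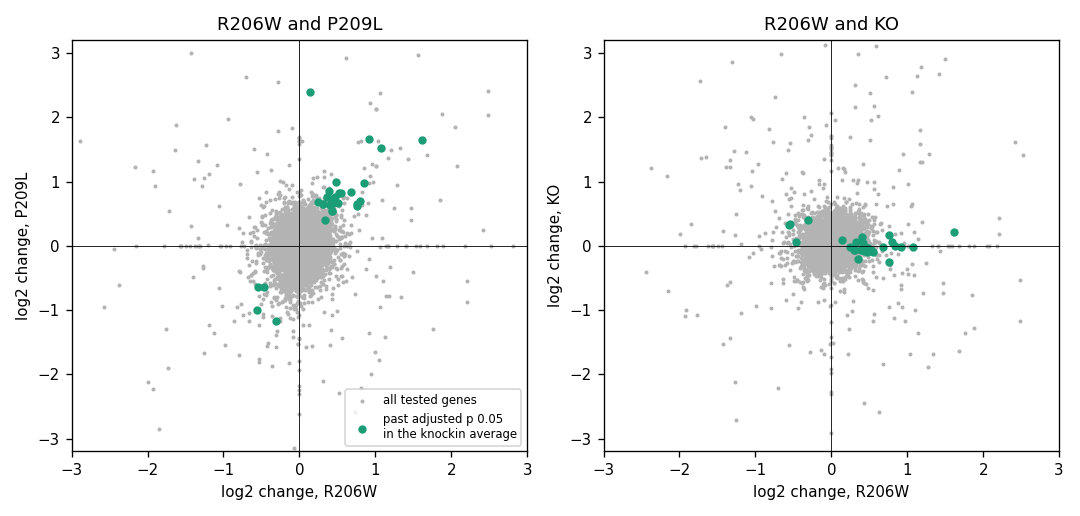
Log2 change of each tested gene in R206W (horizontal axis) against P209L (left panel, vertical axis) or KO (right panel, vertical axis); grey points are all tested genes and green points the 29 genes past the threshold in the average of the knockin lines, and 12 genes lie outside the axes of each panel. The 25 higher genes lie to the upper right against P209L and around 0 against KO.

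The study named 10 genes as higher in both knockin lines and not in KO: Ash1l, Ctnna2, Ddn, Ilrun, Phactr3, Ppfia3, Ppp1r9b, Rimklb, Shank1 and Tnpo2. The list was chosen on these samples and is not independent evidence. Mutants and controls did not overlap for 10 of the 10 genes in R206W, 10 in P209L and 0 in KO. Chance gives 10% of genes for 3 mice against 3 and 20% for 3 against 2, and the share among all tested genes was 16.2% in R206W, 24.9% in P209L and 6.25% in KO. Over all genes, 5 of the 10 passed in R206W and 5 in P209L. Adjusted over the list alone, 10 passed in R206W, 10 in P209L and 0 in KO. The mean log2 change of the list was 0.72 in R206W, with a camera adjusted p = 1.11e-50, and 0.94 in P209L, with 1.07e-31. Both calls held under fry, with an adjusted p = 1.13e-06 and 4.61e-07, and with an estimated correlation, with 5.11e-05 and 0.000229. In KO the mean was -0.0019, with a camera adjusted p = 0.167, and 3 of the 10 genes were higher. The KO mean fell to -0.16 with sample weighting, the largest move, with a camera adjusted p = 0.0246 in a range of 0.0124 to 0.655. It was -0.062 and passed without KO 3, and it was above 0 in 4 of the 6 fits that each left out a mouse of the KO line, up to 0.057 without KO control 3. The KO effect was below the R206W effect for 10 of the 10 genes, by a mean of -0.73, and 9 of these differences passed when adjusted over the list alone and 3 over all genes. Against P209L the mean difference was -0.94, and 10 passed adjusted over the list alone and 4 over all genes.

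**Figure D3:**
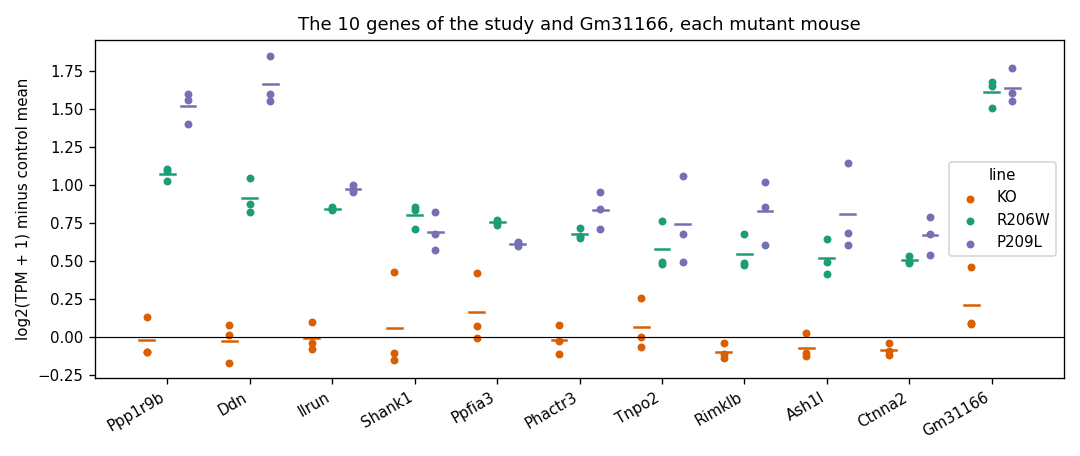
Log2(TPM + 1) of each mutant mouse minus the mean of its line's controls (vertical axis) for the 10 genes of the study and Gm31166 (horizontal axis); points are mice, colours are lines and bars are means of 3 mice. The means lie between 0.51 and 1.61 in R206W, between 0.62 and 1.67 in P209L and between -0.094 and 0.21 in KO.

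The KO and R206W lines had the same age, so their effects were compared directly. At an adjusted p under 0.05, 5 genes differed, all with a lower KO effect, and 373 had an unadjusted p under 0.05. They were Hnrnph2 at -2.31 (SE 0.241), Ppp1r9b at -1.10 (SE 0.137), Gm31166 at -1.40 (SE 0.176), Ilrun at -0.85 (SE 0.130) and Ddn at -0.94 (SE 0.145). This count moved most with sample weighting, to 319 genes, and leaving out KO control 1 gave 12 genes. Ddn and Ilrun each passed in 2 of the 12 fits that left out a mouse, those without KO control 1 and without KO 3, and leaving out any other of the mice gave 3 or 4 genes. With the replicate number as a block 1 gene passed.

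The control groups were compared to see how far lines and ages differ without a mutation. Between R206W controls and KO controls, 0 genes passed the adjusted threshold and 507 had an unadjusted p under 0.05, and 3 genes passed without KO control 1 and 1 without KO control 2. The smallest p belonged to Rpl31-ps16 with a log2 difference of 1.10 and an adjusted p = 0.0674. Without KO control 1 it was 1.30 and passed, with an adjusted p = 0.00107 in a range of 5.98e-07 to 1. Gm20425 followed with 1.63 and 0.422, and Gm49011, which was listed at 0 TPM in the 3 R206W controls, with -2.18 and 0.784. With sample weighting 26 genes passed, among them all 3 of these, with an adjusted p = 5.98e-07, 0.0491 and 0.0133. Rpl31-ps16 also passed with robust=TRUE, with 0.0328, and with the length and GC trend removed, with 0.0354. The median of all genes was shifted by 0.129 in this contrast, and by -0.0022 with median-of-ratios size factors. Between 3-week P209L controls and 8-week controls, 5876 genes passed, 1837 higher and 4039 lower, around a median of -0.121. With median-of-ratios size factors the median was 0.00081 and 7183 genes passed, 3509 higher and 3674 lower, including 5350 of the 5876. The strongest were all lower at 3 weeks. Gm7292 was at 59.2 ± 4.03 TPM (SD, n = 2) against 252 ± 29.0 TPM (SD, n = 6), and Hipk2 at 5.34 ± 1.85 TPM against 27.1 ± 2.69 TPM. The log2 differences were -2.07 for Gm7292, -2.17 for Hipk2, -3.55 for Gm20431, -1.86 for Klf12 and -1.72 for Shc3, with an adjusted p between 5.51e-07 and 3.87e-06. Line and age were the same split here.

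The log2 changes of the lines were correlated across genes to ask whether the alleles moved the transcriptome alike. Pearson's r was 0.0663 between R206W and P209L, 0.023 between KO and R206W and -0.222 between KO and P209L. Genes are not independent replicates, and of 100 pairs of splits of the samples 37, 91 and 10 gave as large an r, so none of the 3 stood out from regrouped mice. The R206W and P209L value ranged from 0.0217 to 0.128 over the alternatives, with the lower end without P209L 3 and the higher with the length and GC trend removed. The KO and R206W value became -0.096 without KO 3. The KO and P209L value was -0.063 without KO 3, -0.071 without P209L control 2 and -0.129 without KO control 1.

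Marker genes were tested for shifts in cell composition, dissection or activity state. Of the 36 tests, 15 passed camera with the preset correlation, which were 6 in KO, 3 in R206W and 6 in P209L. Only skeletal muscle in P209L still passed with an estimated correlation, with an adjusted p = 0.00971, and only oligodendrocyte and skeletal muscle in P209L passed under fry, with 0.0224 and 0.00202. In P209L the oligodendrocyte set had a mean log2 change of -0.75, with all 14 genes lower, and the leptomeningeal fibroblast set of -0.57, with all 13 lower. Skeletal muscle was at -0.57 (7 of 14 genes tested), endothelial at -0.26 and blood at -0.76. The skeletal muscle mean ranged from -1.01 to -0.26 over the alternatives and passed in each that allows a test. Of its 7 genes, 5 were lower and 2 higher, up to 0.31. Myh7 (-1.425) and Tnnc1 (-1.229) were themselves P209L calls, so the mean rests in large part on few genes. The endothelial mean was -0.14 without P209L control 2, where a single control allows no test. It did not pass without P209L 2, at -0.22, with median-of-ratios size factors, with an adjusted p = 0.0629, or with mitochondrial genes and their pseudogenes removed, with 0.0519, and its adjusted p ranged from 0.00418 to 0.263 over all alternatives. The choroid plexus mean of -2.18 rested on P209L control 2, without which it was 0.14, and on 3 of 9 genes, and it did not pass when fitted on the P209L line alone, with an adjusted p = 0.0523. Without that mouse the blood mean was -0.20. In R206W the immediate-early set was at 0.55, with all 12 genes higher, oligodendrocyte at -0.14 and blood at -0.46. Without R206W control 1 the blood mean was -0.22 and the oligodendrocyte mean -0.083, and both lost the threshold. The oligodendrocyte mean also lost it without R206W 3, at -0.094, and both lost it with sample weighting, at -0.30 for blood and -0.10 for oligodendrocyte. In KO the leptomeningeal (0.30), microglia (0.21), astrocyte (0.30), endothelial (0.28) and cerebellar (0.38, from 2 of 9 genes) sets were higher and the mitochondrial-encoded set lower, at -0.17. The last became 0.17 without KO control 1, again past the threshold, and did not pass without KO 3, at -0.15, with median-of-ratios size factors, at -0.25, with quantile normalization, at -0.17, without a filter, at -0.17, or with the trend removed, at -0.13. The leptomeningeal mean did not pass without KO 3 (0.089) or KO control 2 (0.21). The microglia mean did not pass without KO 3 (0.099), KO control 2 (0.22) or KO control 3 (0.23), or with sample weighting (0.066). Cerebellar did not pass without KO control 3 (0.39), KO 1 (0.30) or KO 2 (0.41), or with the block (0.38). Endothelial passed only without KO 2 among the 6 fits that each left out a mouse of the KO line, with a lowest mean of 0.11 without KO control 1, and did not pass with median-of-ratios size factors (0.21), with mitochondrial genes removed (0.27) or with their pseudogenes removed too (0.23). Astrocyte passed in all 6. The striatal set passed in no line, with means of 0.11 in KO, 0.093 in R206W and 0.049 in P209L.

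**Figure D4:**
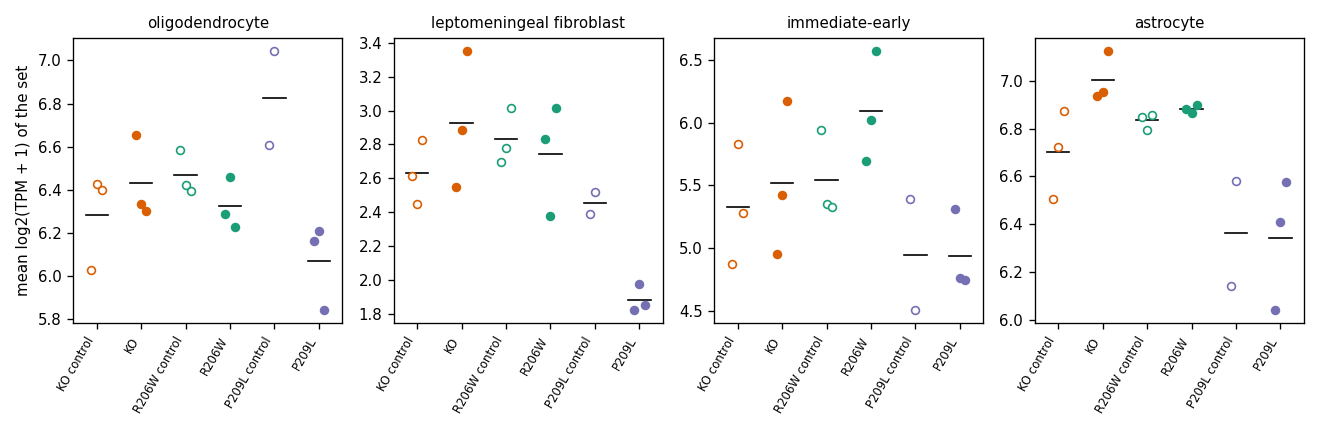
Mean log2(TPM + 1) of the oligodendrocyte, leptomeningeal fibroblast, immediate-early and astrocyte sets (vertical axis) in each of the 6 groups (horizontal axis); points are mice (open, control; filled, mutant) and lines are group means. The 3 P209L mice lie below both of their controls in the oligodendrocyte and leptomeningeal sets, and immediate-early values overlap between R206W mice and controls.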

Values the study reported

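From cortex, the authors reported a list of 10 genes whose expression rose with either substitution and did not rise with the knockout. By digital-droplet RT-PCR of adult cortex, it reported significantly more Hnrnph1 transcript in KO males and no such rise in P209L or R206W males. Protein of hnRNPH1 was also higher in KO males, and Hnrnpf and Hnrnph3 transcripts were unaltered. In a human cell line, stronger depletion of HNRNPH2 went with higher HNRNPH1 transcript levels. In neurons derived from human stem cells, the study gave HNRNPH1 transcript levels of 152% in HNRNPH2-KO cells and of 99% and 108% in R206W and P209L cells. The level it gave for cells with R206Q, a substitution not sampled here, lay between those of the P209L and KO cells.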

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

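The tests of the genes under other scalings and of other splits of the samples were chosen only after the result was seen. So was the removal of the trend with transcript length and GC content. The scalings themselves were set before, except the removal of mitochondrial genes with their pseudogenes. The remaining tests in this part were set before.

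Differences between the KO and R206W effects, which share an age of 8 weeks, drew attention in 5 genes because the difference itself passed its test. It was -2.31 for Hnrnph2, -1.10 for Ppp1r9b, -1.40 for Gm31166, -0.85 for Ilrun and -0.94 for Ddn on the log2 scale, with an adjusted p between 0.00106 and 0.0273. Hnrnph2 is the gene that was knocked out. The other genes rose in R206W and changed by -0.023 to 0.21 in KO. The tables argue against scaling of the TPM values as the whole cause, since at least 4 of the 5 genes remained past the threshold under each scaling. Ddn was the gene lost, with median-of-ratios size factors and with mitochondrial genes and their pseudogenes removed. They also argue against KO control 1, the sample with the most unusual composition, since 5 of the 5 remained without it. With the trend of transcript length and GC content removed, 3 of the 5 remained, and Ddn and Ppp1r9b did not. The count itself was not rare, however, as 9 of 100 splits of the mice of both lines gave as many genes and the highest gave 2023. Hnrnph2, Ppp1r9b and Gm31166 passed in each of the 12 fits that left out a mouse, whereas Ddn and Ilrun passed in 2 of 12, those without KO control 1 (-0.92 and -0.92) and without KO 3 (-0.99 and -0.90). With the replicate number as a block, which does not pair the mice, Hnrnph2 alone of the 5 passed. Over all alternatives the adjusted p ranged from 3.54e-05 to 0.3 for Ddn and from 1.36e-06 to 0.298 for Ilrun. A response to the R206W protein that loss of hnRNPH2 does not produce is a candidate explanation for the genes that rose. The study also proposes a loss of function that higher Hnrnph1 makes up for in KO mice only, and the KO values do not tell these apart. A technical difference that mutants and controls of a line share cancels in this comparison. A difference between mutants and their own littermates other than the allele, such as in dissection or sequencing, was not tested, because the labels name no batch. The genes that rose in R206W all rose without overlap in P209L, a separate line at 3 weeks. The log2 changes there were 1.64 for Gm31166, 1.52 for Ppp1r9b, 0.98 for Ilrun and 1.67 for Ddn. For these genes, that argues against a difference confined to the R206W mice. A difference that the mutants of both lines share stays open.

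The same test of the difference passed for 6 marker sets. The KO effect exceeded the R206W effect by 0.29 for oligodendrocyte, 0.39 for leptomeningeal fibroblast, 0.21 for microglia, 0.26 for astrocyte and 0.79 for blood genes, and the difference was -0.36 for immediate-early genes. The camera adjusted p lay between 0.000714 and 0.0189. None of the 6 passed under fry, where the lowest adjusted p was 0.432, or with an estimated correlation, where it was 0.448. All 6 passed under every scaling tried, so scaling is unlikely to be their whole cause. Without KO control 1, 5 of the 6 passed, and the immediate-early difference did not, with an adjusted p = 0.0626. Sets of glial, leptomeningeal and blood genes that move together might reflect dissection or blood content, which differ between mice for reasons unrelated to genotype. No value here decides between that and an effect of genotype on cell composition, which was not tested.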

How the results depend on the processing

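The removal of mitochondrial genes with their pseudogenes, the removal of the trend with transcript length and GC content, and the average of the knockin lines were chosen only after the result was seen. In all, 87 results were recomputed under up to 33 alternatives, 17 of which each left out a mouse, giving 1728 values. Of these, 1438 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the value reported. A further 107 lost the threshold, 57 gained it, 52 reversed and 74 moved. Single genes and marker sets made up 107, 47, 34 and 2 of these. The log2 changes of Hnrnph2 (-2.58 to -2.16) and Hnrnph1 (0.37 to 0.60) in KO kept their direction under every alternative tried. Both also kept the threshold when adjusted over the list of hnRNP H/F family genes alone. Adjusted over all genes, Hnrnph2 lost the threshold with the KO line fitted on its own groups, where 0 genes passed. The mean of the 10 study genes in R206W (0.69 to 0.77) and P209L (0.87 to 1.00) kept direction and threshold under every alternative. The 2 fits with a single P209L control gave values only.

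With a pseudocount of 0.1, the unadjusted rule gave 265 genes in KO, 154 in R206W and 656 in P209L, and r between KO and R206W was -0.0191. With genes of a mean TPM of at least 5, where 11938 were tested, it gave 63, 40 and 238. Without a filter, with 33969 genes tested, the adjusted threshold gave 2 genes in KO, 52 in P209L and 47 in the average of the knockin lines. With that filter the genes tested fell from 16265, and the counts from 141 in KO, 95 in R206W and 434 in P209L. The counts fell by a larger share than the genes tested, so fewer genes alone do not account for them. The cause of these changes was not tested further.

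Under each scaling the 1 call in KO and the 6 in R206W remained, and more genes passed in P209L. Median-of-ratios size factors gave 66 genes in P209L and 61 in the knockin average. They reversed Hnrnph3 (-0.023), Hnrnpf (-0.023) and Gla (-0.061) in KO and Hnrnph2 in R206W (-0.0075), and moved the 10 study genes in KO to -0.078 and past the threshold. Quantile normalization gave 11 genes in R206W, 58 in P209L and 64 in the knockin average, and reversed Hnrnph3 (-0.0048), Hnrnpf (-0.010) and Gla (-0.071) in KO and Hnrnph2 in R206W (-0.017). Removing mitochondrial genes gave 32 genes in P209L, -0.0060 for Gla in KO and -0.0019 for Hnrnph2 in R206W. Removing their pseudogenes too gave 48 genes in P209L and 57 in the knockin average. It gave -0.0071 for Hnrnph3, -0.0069 for Hnrnpf and -0.048 for Gla in KO, -0.011 for Hnrnph2 in R206W and -0.063 for the 10 study genes in KO, past the threshold. The reversed single genes had no call under any of these settings. The cause of the higher P209L counts was not tested.

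With the length and GC trend removed, 2 genes passed in KO, 17 in R206W, 102 in P209L, 105 in the knockin average and 1 between the 8-week controls. Both Hnrnph1 differences passed, at 0.40 from R206W and 0.42 from P209L. Hnrnph2 in P209L became -0.0097, Hnrnpf and Gla in KO -0.025 and -0.042, r between KO and R206W -0.0224, and the 10 study genes in KO -0.080, past the threshold. The cause was not tested.

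Sample weights gave 2138 genes in KO, 149 in R206W, 72 in P209L, 319 for the KO and R206W difference, 26 between the 8-week controls, 9470 between the ages and 195 in the knockin average. The unadjusted rule gave 540 genes in KO and 165 in R206W. The weights gave KO control 1 almost no influence (0.0819) and KO control 2 the most (4.01), so that the KO controls came to rest on few mice. They were estimated gene by gene because the default method did not converge. They reversed Hnrnph3 (-0.047), Hnrnpf (-0.23), Rpl36a (0.22) and Gla (-0.11) in KO, Hnrnph2 (-0.045) and Rpl36a (0.0073) in R206W, and the mitochondrial-encoded set in KO (0.12). Hnrnpf in KO then passed over the list, with an adjusted p = 0.0327 in a range of 0.0327 to 0.997. The Hnrnph1 difference from R206W was 0.26 and the mean of the 10 study genes in KO -0.16, both past the threshold. The correlations were 0.0899 between R206W and P209L and -0.0736 between KO and P209L.

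Fitted on its own groups, each comparison gave 0 genes in KO, 10 in R206W, 6 in P209L, 3 for the KO and R206W difference, 1 between the 8-week controls and 63 in the knockin average. In KO, 334 genes then had an unadjusted p under 0.05. With robust=TRUE, 2 genes passed in KO and 1 between the 8-week controls. That setting has no bearing on camera or on the correlations and was not run for them. With both 8-week control groups pooled, Hnrnph3 (-0.020), Hnrnpf (-0.090) and Gla (-0.086) in KO and Hnrnpf in R206W (0.075) reversed, none with a call. The cause was not tested.

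Replicate numbers were tried as a block. Of 8 pairs of mice with the same number in a line, 2 had deviations from their group means that correlated above 0.1 across genes (range -0.113 to 0.331), so the numbers do not pair the mice. With the block, 9 genes passed in P209L, 1 for the KO and R206W difference and 15 in the knockin average. The unadjusted rule gave 658 genes in P209L, Gla in P209L was 0.024 and r between R206W and P209L 0.0217. The block was not run for the contrasts between controls.

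The marker sets past the threshold, 15 with the preset correlation, fell to 1 with an estimated correlation and to 2 with fry. The estimated correlations within sets were up to 0.785, above the preset 0.01.

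Leaving out each mouse of a comparison in turn gave 1 to 5 genes in KO (5 without KO control 1) and 175 to 319 by the unadjusted rule (319 without KO control 3). The KO and R206W difference ranged from 3 to 12 genes (12 without KO control 1), the contrast between 8-week controls from 0 to 3 (3 without KO control 1), and the knockin average from 16 (without R206W 2) to 28. Hnrnph3 in KO ranged from -0.12 to 0.19, Hnrnpf from -0.22 to 0.22, Rpl36a from -0.25 to 0.20 and Gla from -0.088 to 0.087. The lower end for Hnrnph3, Hnrnpf and Gla and the upper end for Rpl36a were the fits without KO control 1. In R206W, Hnrnph2 ranged from -0.067 to 0.054 and Rpl36a from -0.11 to 3.45e-05, both turning without R206W 3. Hnrnph2 also turned without R206W control 3, at -0.023. Gla in P209L ranged from -0.22 to 0.16. The difference in Hnrnph1 between KO and R206W ranged from 0.27 to 0.50 and passed without KO control 2 or 3, and that between KO and P209L from 0.097, without KO control 1, to 0.37, without P209L 1, and did not pass in the 9 of these fits that allow a test. The 10 study genes in KO ranged from -0.11 without KO control 1 to 0.057 without KO control 3, and the mitochondrial-encoded set in KO from -0.40 to 0.17, the latter without KO control 1. The correlations ranged from -0.096 to 0.0822 between KO and R206W, from -0.285 to -0.063 between KO and P209L and from 0.0217 to 0.0929 between R206W and P209L.

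Sequencing depth is unknown, so the part of the spread between mice that comes from counting could not be told for genes of low TPM such as Gm31166.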

Other observations

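The tests of length and GC content and of shared sequence for the knockin genes, of maturation, of KO control 1 and of reads shared by Hnrnph1 and Hnrnph2 were set before their results. All other tests in this part were chosen only after the result was seen, although some used alternatives set before. Those were fry, the estimated correlation, leaving out each mouse and most of the scalings.

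By the unadjusted rule, 16 genes were higher in both knockin lines and not in KO. That is higher than the value quoted from the study above.

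The 25 genes higher in the average of the knockin lines included 9 of the 10 study genes, and 7 of the 25 were above their controls in KO. In each line alone, 25 had an unadjusted p under 0.05 in P209L and 24 in R206W. The exception was Gm20431, at 2.39 in P209L and 0.14 (SE 0.256) in R206W, which was therefore not shown to be shared. Only the real split among 100 splits of the mice gave as many genes past the threshold (1 of 100), and the others gave at most 2. The tables argued against several technical explanations. Under median-of-ratios and quantile scaling, 24 of the 25 remained past the threshold, and 25 remained with the length and GC trend removed. Reads shared between the genes had no support, as 0 of the 25 transcripts aligned to another of the list. A higher share of neurons predicted that neuronal genes would rise with the list, but 12 neuronal genes had a median log2 change of -0.016, in a range of -0.17 to 0.11, against a lowest change of 0.36 in the list. Because hnRNP H proteins bind runs of G, these were counted in the 3′ untranslated regions of the 23 genes with a usable region. The list had 12.4 per kilobase against a median of 11.2 in matched lists, at percentile 85.2. The best 6-base word in these regions was at percentile 70, so neither a run of G nor a single such site set the genes apart. For the genes other than Gm20431, a shared response to both substituted proteins that loss of the protein does not evoke is a candidate explanation. The study also proposes a loss of function that higher Hnrnph1 makes up for in KO mice and not in knockin mice. Unchanged KO values do not tell these explanations apart. The pattern was found and tested on the same mice, and changes elsewhere in the genome of the edited lines were not examined. The other members of the list beyond the study's genes were chosen after their values were seen.

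In P209L, oligodendrocyte and leptomeningeal genes were lower than in controls. Scaling changed this little, with a smallest fall of -0.756 for the oligodendrocyte set and of -0.54 for the leptomeningeal set. No single control explained it, since the oligodendrocyte change was -0.536 without P209L control 2 and -0.97 without P209L control 1. A higher share of neurons would lower all glial markers alike, but the astrocyte change exceeded the oligodendrocyte change by 0.735 (SE 0.250). Delayed maturation would make the P209L changes run against those from 3 to 8 weeks, if change before 3 weeks ran the same way. The r across genes between the changes was 0.0247, within the range of -0.117 to 0.133 over 10 splits, 6 of which gave an r as low, so the test does not decide. At 3 weeks against 8 weeks, the oligodendrocyte mean of controls differed by 0.45 and the leptomeningeal mean by -0.28. No mice younger than 3 weeks were sampled, so the course of these genes before that age is unknown. The signs therefore do not tell whether either fall goes with a delay, and age and line were the same split there. In the study, staining of myelin and of an oligodendrocyte marker revealed no change in myelination in P209L males, which is not a measure of these RNAs. It also reported more hydrocephalus and a lower body weight in P209L males, and these were not examined here. What stays open is a delay, a lower oligodendrocyte content or a dissection with less white matter and meninges, which may differ between mice by chance. The comparison had 2 controls, 5 of 10 splits gave as many sets past the threshold, and the oligodendrocyte call had an adjusted p = 0.0706 with an estimated correlation, in a range of 4.39e-24 to 0.0706 over the alternatives.

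Among the 12 samples from 8-week mice, KO control 1 had the largest median distance to the others, at 1.17 times the next largest. That ratio was 0.953 with mitochondrial genes and their pseudogenes removed, and 0.923 with the length and GC trend removed. Its slope of expression against transcript length was -0.399, outside the range of -0.131 to 0.209 in the others. A library with more mitochondrial RNA and a bias against long transcripts, as degraded RNA could give, is a candidate explanation. RNA quality is not recorded in the labels, and no biological explanation was tested.

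The rise of Hnrnph1 in KO might be an artefact of reads that moved from one paralog to the other. The longest stretch the transcripts share is 34 bases, and 0% of 50-base windows of Hnrnph1 occurred in Hnrnph2, which argues against it. Scaling and KO control 1 were not the whole cause either. The smallest log2 change over the scalings was 0.43, and without KO control 1 it was 0.37, with an adjusted p = 0.00727 over the list, in a range of 9.77e-05 to 0.0346 over the alternatives. A response of Hnrnph1 to the loss of its paralog is a candidate explanation. It stays limited by the call that holds over the list of 4 genes and not over all genes, and by the differences from the knockin lines, which passed only under some alternatives.

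Immediate-early genes were higher in R206W. Scaling did not remove this, with a smallest mean of 0.50, nor did leaving out R206W 3, without which the mean was 0.32 with a camera adjusted p = 0.00035. The adjusted p ranged up to 0.423 under fry from 2.41e-12 without R206W control 1, where the mean was 0.76. The set follows neuronal activity before death, so handling may contribute, and 8 of 10 splits of the R206W line gave as many sets past the threshold. Handling and genotype cannot be separated here.

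Other splits of the mice set the scale for each count. In KO, 5 of 10 splits gave as many genes past the adjusted threshold, up to 3764, and 5 of 10 as many by the unadjusted rule, so neither count stood out from regrouped mice. In R206W it was 1 of 10 for both counts, and in P209L 1 of 10 for both, which is the smallest share that 10 splits allow. Between R206W and KO controls, 6 of 10 splits gave as many genes at an unadjusted p under 0.05. The mean of the 10 study genes was matched by 9 of 10 splits in KO and by 1 of 10 in R206W and in P209L. As many marker sets passed in 2 of 10 splits in KO. For the correlations, 37 of 100 pairs of splits gave as large an r for R206W and P209L, 91 for KO and R206W and 10 for KO and P209L.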
